A study of Homo sapiens with 24 samples. Its data were reported in "TRPS1 modulates chromatin accessibility to regulate estrogen receptor alpha (ER) binding and ER target gene expression in luminal breast cancer cells" (2024).

How the data were processed

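ATAC-seq libraries came from T47D cells of dTAG-TRPS1 Clone 28, treated with DMSO or with dTAG-13 and dTAG-V-1 for 0.5, 1, 2, 4 or 24 h. Groups and replicate numbers were taken from the sample labels, with 4 replicates in each of the 6 groups. The study treated and collected the replicates at separate times of a day, so libraries that share a replicate number were taken as pairs.

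The authors removed adapters with cutadapt, discarded mitochondrial reads, aligned the rest to hg38 with bowtie2 and removed duplicates. They then made bed files with seqOutBias, called a single consensus peak set with MACS2 over all libraries, and counted reads in peaks with bedtools. The values in the deposited table are raw read counts per peak, with no normalization. The deposited table also gives a q-value of the pooled peak call for each peak, in units of -log10 q-value, which was only described here (2.00 to 55164). Tool versions, MACS2 settings and any shift of read ends were not stated, and none was applied to the deposited counts. Counts were checked to be whole numbers, and the widths of all peaks were checked to be 401 bp. The table held 206 peaks without a read in any library and 94 peaks on the Y chromosome, and both kinds stayed in the table. Replicates were compared pair by pair with a chi-square statistic of their counts, which was above 1 per degree of freedom in every pair (1.69 to 2.03), so each library counted as 1 replicate.

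All 24 libraries were fitted at once with DESeq2 1.42.0 in R 4.3.3, with time point as a factor with 6 levels, median-of-ratios size factors and no covariate. Each time point was tested against DMSO, and 24 h against 0.5 h, with two-sided Wald tests. Peaks that changed over the time course were found with a likelihood ratio test against a model with an intercept alone. Peaks with a Benjamini-Hochberg adjusted p under 0.1 were called. Log2 fold changes were not shrunken. The number of peaks tested is the number with an adjusted p after DESeq2's independent filtering. Fold changes are relative, since size factors set the typical peak to no change.

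Peak sequences came from hg38, read with pysam 0.24.0, and start sites and gene features came from GENCODE release 44. A peak had a motif when WGATAR (GATA family) or AGGTCA (ER half-site) occurred on either strand anywhere in its 401 bp. The study scored motifs with its own matrices, which were not used here. Shares in called peaks were compared with those in unchanged peaks (adjusted p over 0.5) by two-sided Fisher's exact tests (scipy 1.17.1), with Benjamini-Hochberg adjustment over the family of 30 tests (statsmodels 0.14.6). A second background matched 5 unchanged peaks to each called peak over 20 bins of GC content and 20 of mean count. A peak was at a promoter when its midpoint was within 1000 bp of an annotated start site. Totals were compared by two-sided exact permutation tests.

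Peaks named in the text follow a rule. They had an adjusted p under 0.1, a mean normalized count of at least 50 over the 24 libraries, and all 4 treated libraries on the same side of all 4 DMSO libraries. Of these, the 6 increased and 4 decreased peaks with the largest absolute log2 fold change were named at 0.5 h, and 4 of each at 24 h. Of the peaks that the rule selects, 2 are not reported here. The groups, the comparisons, the tests, this rule and most alternatives were chosen before the data were examined.

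The alternatives chosen then were edgeR 4.0.16 with quasi-likelihood F tests, TMM normalization and its default filter, DESeq2 with TMM or total-count size factors, a filter of at least 10 counts in at least 4 libraries, a threshold of 0.05, and a fit to the 8 libraries compared. Others were a replicate block (replicate number as a factor), the block with a correction of each library's trend of count on GC content, and leaving out each library in turn. For motifs they were WGATAA, RGGTCA, the central 200 bp of each peak and the matched background, and for promoters a distance of 500 bp. For the change at 24 h of early peaks, separate DMSO libraries selected and measured the peaks. Shares of motifs without each library, and the separate DMSO libraries with their roles exchanged, were added after the data had been seen.

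To see how often other groupings give as many calls, edgeR was run on all 35 splits of the 8 libraries of a comparison, over peaks with a mean count of at least 20. For the time course and for the replicate numbers, 24 random assignments were drawn with a fixed seed over peaks with a mean count of at least 50, and the real one was counted as the remaining 1 of 25. In these edgeR fits a common dispersion was estimated from every 20th peak. The pairing was checked by correlating library residuals. Libraries that share a number correlated more on average than others in 14 of 15 comparisons of time points, with values from -0.07 to 0.16 for single pairs. The exception was DMSO with 24 h, where the mean was -0.0211 for shared numbers and 0.0071 for others, so pairing was not seen there.

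The fits were tested on simulated data with the means, dispersions and size factors of the real libraries, in which 200 of 247808 peaks changed, all with a mean count of at least 50. DESeq2 recovered 151 to 159 of the 200 changed peaks over the time points, with 9 to 17 false calls. It recovered 94 to 96 of the 100 peaks with a log2 change of 1, and 56 to 64 of the 100 with a change of 0.5. Recovery in peaks with lower counts was not measured. edgeR on 8 libraries recovered 161 of the 200, with 26 false calls. Totals per library set the precision and are given with the results.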

Results

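Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts adapters into open chromatin, in T47D cells, an ER-positive luminal breast cancer line. In the clone used here, Clone 28, the transcription factor TRPS1 carries a degron tag (dTAG) that lets small molecules trigger its degradation. Cells were treated with 50 nM dTAG-13 and 50 nM dTAG-V-1 for 0.5, 1, 2, 4 or 24 h, or with 0.1% DMSO for 24 h as the control. There were 4 replicates in each of the 6 groups, which gave 24 libraries. The deposited table held read counts in 247808 consensus peaks, each 401 bp long, on the hg38 genome. Of these peaks, 68973 (27.8%) overlapped another peak, so the counts of called peaks at 0.5 h are also given as loci after overlapping peaks were merged. Other counts are of peaks alone.

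Total counts in peaks ranged from 15.3 M reads in dTAG 24 h replicate 4 to 48.6 M in dTAG 0.5 h replicate 4 (M, mega), with a depth ratio of 3.18. The mean total was 27.3 ± 4.23 M in DMSO (SD, n = 4). It was 32.9 ± 11.1 M at 0.5 h (n = 4, two-sided exact permutation p = 0.543 against DMSO). At 1 h it was 31.02 ± 6.36 M (n = 4, exact permutation p = 0.343). At 2 h it was 32.9 ± 4.91 M (n = 4, exact permutation p = 0.143). At 4 h it was 25.9 ± 2.19 M (n = 4, exact permutation p = 0.571). At 24 h it was 23.3 ± 6.12 M (n = 4, exact permutation p = 0.343). The Benjamini-Hochberg adjusted value was 0.571 for all 5 comparisons. The smallest p that 4 libraries against 4 allow is 0.0286. The median peak had a mean count of 33.2 reads per library.

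The first comparison asked which peaks changed soonest after TRPS1 depletion. At 0.5 h, 304 peaks (299 loci) had increased and 69 peaks (68 loci) had decreased relative to DMSO at an adjusted p under 0.1, out of 98795 peaks tested. Increased peaks made up 81.5% of these calls. The median log2 fold change was 0.46 in the increased peaks and -0.33 in the decreased peaks, and the largest changes were 1.09 and -0.70. All 4 treated libraries lay above all 4 DMSO libraries in 93.1% of the increased peaks, and all 4 lay below in 98.6% of the decreased peaks. Chance gives 1.43% for a peak that was not selected. The peaks here were called in the same comparison, so a high share follows from the selection. Of the alternatives tried, a fit to the 8 libraries compared moved these counts most, to 125 increased and 22 decreased peaks. With replicate number as a block, 307 peaks increased and 89 decreased. In edgeR fits to the same 8 libraries, a split by replicate number (1 and 2 against 3 and 4) gave 507 calls, where the real split gave 289 and, with the block, 615. Leaving out 1 library gave 177 to 227 increased peaks and 26 to 73 decreased peaks. The increased count was lower by over 1.5 times without DMSO replicate 2 (180) or 3 (177), and without dTAG 0.5 h replicate 1 (187), 3 (192) or 4 (179). The decreased count was lower by over 1.5 times without DMSO replicate 2 (36), 3 (35) or 4 (37), and without dTAG 0.5 h replicate 1 (26), 2 (38) or 3 (35).

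Among the 281 increased peaks at 0.5 h that met the rule for naming peaks, the 6 with the largest fold changes follow, all on hg38 and with values as normalized read counts. The largest change was on chromosome 10 from 52682769 to 52683169, in an intron of the long non-coding RNA gene LNCAROD. Its count rose from 35.4 ± 2.81 in DMSO to 75.7 ± 5.51 (SD, n = 4 each, log2 fold change 1.09, SE 0.18, adjusted p = 4.08e-06). This peak held no GATA motif, and the other 5 did. An intergenic peak on chromosome 1 from 160911451 to 160911851, 26471 bp from the nearest protein-coding start site (ITLN1), rose from 36.2 ± 11.4 to 71.8 ± 10.5 (n = 4 each, log2 fold change 1.00, SE 0.19, adjusted p = 2.65e-04). A peak on chromosome 6 from 113352138 to 113352538, in an intron of a long non-coding RNA gene, rose from 39.9 ± 6.34 to 82.0 ± 21.6 (n = 4 each, log2 fold change 0.99, SE 0.18, adjusted p = 2.77e-04).

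An intergenic peak on chromosome 20 from 50707515 to 50707915, 16173 bp from the start site of RIPOR3, rose from 71.5 ± 14.7 to 136.4 ± 15 (n = 4 each, log2 fold change 0.94, SE 0.14, adjusted p = 8.29e-07). On chromosome 10, an intergenic peak from 110858322 to 110858722, 13273 bp from the start site of PDCD4, rose from 169.7 ± 17.8 to 318.6 ± 16.9 (n = 4 each, log2 fold change 0.92, SE 0.091, adjusted p = 4.50e-19). On chromosome 4, an intergenic peak from 186798942 to 186799342, 72420 bp from the start site of FAT1, rose from 45.2 ± 4.58 to 86.1 ± 14.5 (n = 4 each, log2 fold change 0.92, SE 0.17, adjusted p = 2.69e-04). All 6 peaks stayed past the threshold under each of the 66 alternative settings and omissions of a library that were run for them.

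Among the 67 decreased peaks at 0.5 h that met the rule, the 4 it selected had smaller changes and larger adjusted p-values, and 3 of them are given. An intergenic peak on chromosome 10 from 100147210 to 100147610, 38619 bp from the start site of ERLIN1, fell from 65.5 ± 10.6 to 40.6 ± 3.73 (SD, n = 4 each, log2 fold change -0.68, SE 0.19, adjusted p = 0.0909). With the replicate block its adjusted p was 0.11. A peak on chromosome 18 from 70288492 to 70288892, 353 bp from the start site of SOCS6, fell from 91.5 ± 11.2 to 57.9 ± 12.4 (n = 4 each, log2 fold change -0.64, SE 0.17, adjusted p = 0.0678). A peak on chromosome 9 from 132009014 to 132009414, in an intron of MED27, fell from 88.9 ± 5.40 to 56.9 ± 6.85 (n = 4 each, log2 fold change -0.63, SE 0.17, adjusted p = 0.0693). Each of the 4 peaks lost its call when at least 1 of the libraries was left out: 26 of the alternatives run for them were no longer past the threshold and 13 stayed past it. For another 5, all of the ERLIN1 peak, DESeq2 gave no adjusted p. Adjusted p over the omissions reached 0.242 for the ERLIN1 peak, 0.303 for the SOCS6 peak and 0.27 for the MED27 peak.

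**Figure D1:**
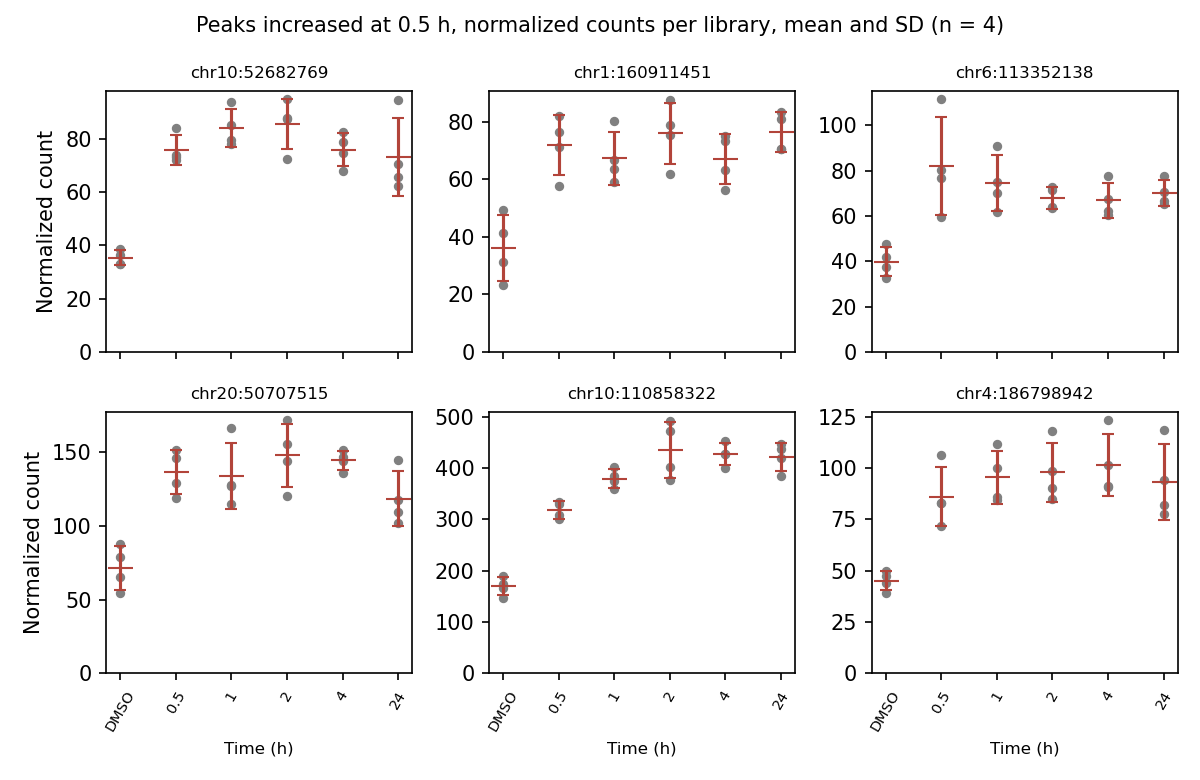
Normalized read counts (vertical axis) by time in hours (horizontal axis, equally spaced) of the 6 increased peaks named at 0.5 h, where each point is 1 library and the lines give the mean and SD (n = 4). The peak near PDCD4 rose from a mean of 169.7 in DMSO to 318.6 at 0.5 h and 422.1 at 24 h.

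The following comparisons asked how the response grew with time. At 1 h, 927 peaks had increased and 274 had decreased. At 2 h, 1361 had increased and 672 had decreased. At 4 h, 1642 had increased and 1195 had decreased. At 24 h, 1900 had increased and 2406 had decreased. The share of increased peaks among the calls fell from 81.5% at 0.5 h to 77.2%, 66.9%, 57.9% and 44.1% at the later time points. The median log2 fold change of the increased peaks stayed between 0.44 and 0.48 at all 5 time points, and that of the decreased peaks went from -0.33 at 0.5 h to -0.44 at 24 h. Without dTAG 1 h replicate 2, the increased count at 1 h was 571. The decreased count at 1 h was lower by over 1.5 times without DMSO replicate 3 (156) or 4 (168), and without dTAG 1 h replicate 2 (154) or 3 (178). The decreased count at 2 h was lower by over 1.5 times without DMSO replicate 3 (436) or 4 (374), and without dTAG 2 h replicate 1 (435), 2 (384) or 3 (431). No scaling tried moved the median log2 fold change of peaks with a mean count of at least 50 by over 0.1. Each scaling sets the typical peak or the total to no change. The median therefore stays near 0 by construction and cannot show whether all peaks changed together.

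**Figure D2:**
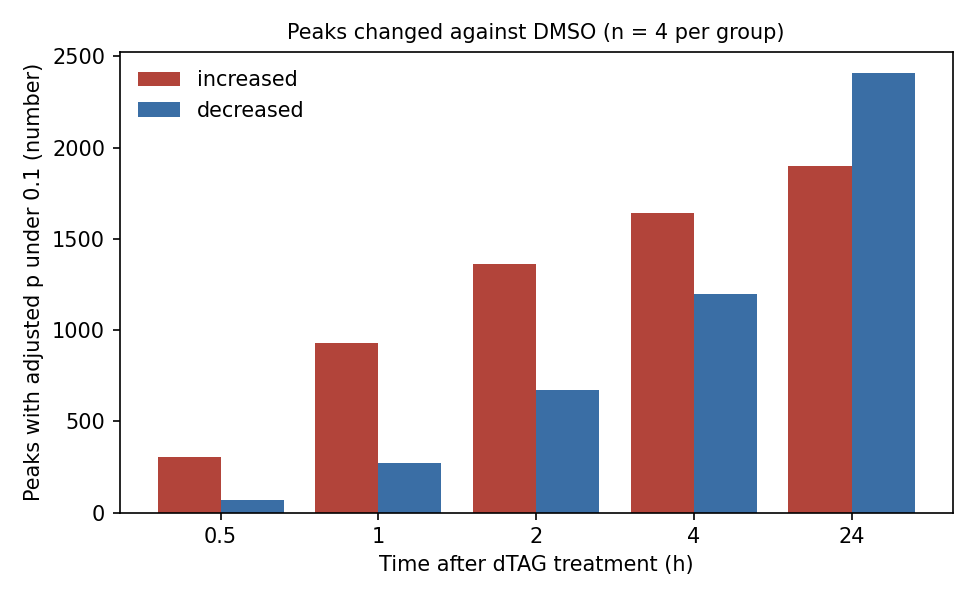
Number of peaks called at an adjusted p under 0.1 against DMSO (vertical axis) at each time after dTAG treatment in hours (horizontal axis, equally spaced), with increased and decreased peaks apart. Increased peaks went from 304 to 1900 and decreased peaks from 69 to 2406 between 0.5 and 24 h.

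Over the 5 time points, 3245 peaks were called increased at least once and 3445 were called decreased at least once, with 5 peaks in both sets. A likelihood ratio test over the whole time course called 4893 peaks, of which 3846 were also called at 1 or more single time points. Leaving out 1 library gave 3958 to 4811 peaks. Of the 4893 peaks, 2257 were higher at 24 h than in DMSO, with median log2 fold changes of 0.18, 0.26, 0.30, 0.32 and 0.31 from 0.5 to 24 h. The other 2636 were lower at 24 h, with medians of -0.05, -0.10, -0.14, -0.21 and -0.35. The median at 0.5 h was 57.8% of that at 24 h in the group higher at 24 h, and 13.2% in the group lower at 24 h. These sets were defined by their sign at 24 h, and the ratios were not tested. At 0.5 h, 514 of the 2257 peaks and 1055 of the 2636 had the opposite sign. The ratios therefore do not tell how far single peaks had moved. Both medians of a ratio also share the DMSO libraries.

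**Figure D3:**
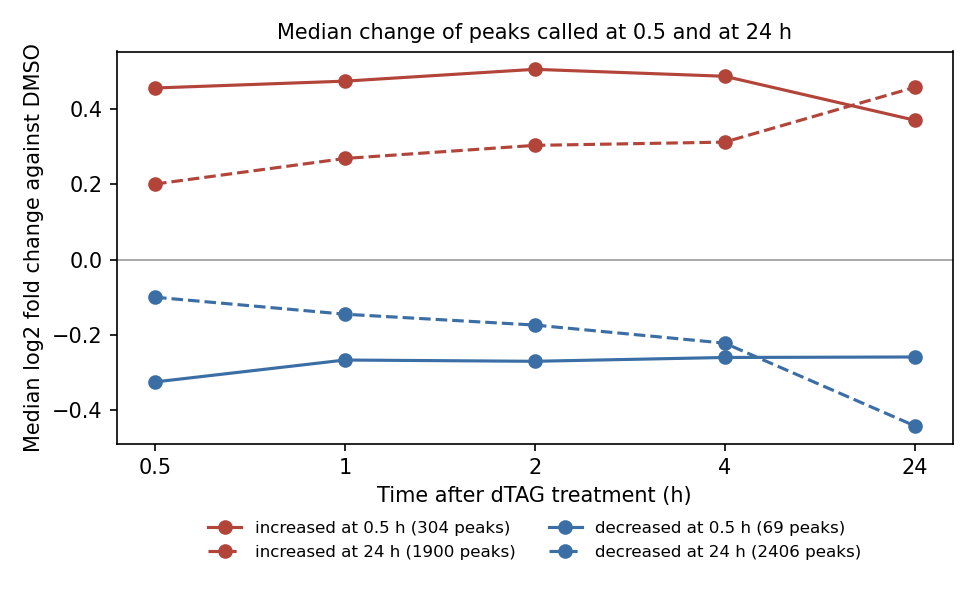
Median log2 fold change against DMSO (vertical axis) at each time after treatment in hours (horizontal axis, equally spaced) of the peaks called increased (red) or decreased (blue) at 0.5 h (solid lines) or at 24 h (dashed lines). Peaks increased at 24 h had a median of 0.20 at 0.5 h, and peaks decreased at 24 h had a median of -0.10.

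A direct contrast of 24 h with 0.5 h found 1086 increased and 1880 decreased peaks. The DMSO libraries entered this fit through the size factors and dispersions, and a fit without them, to the 8 libraries compared, gave 518 and 1033. The increased count was 642 without dTAG 24 h replicate 4 and 647 without dTAG 0.5 h replicate 4. At 24 h against DMSO, 1323 increased and 1680 decreased peaks met the rule for naming, and of the 4 of each that it selected, 4 increased and 3 decreased peaks are given. An intergenic peak on chromosome 4 from 23388669 to 23389069, 440802 bp from the start site of PPARGC1A, rose from 53.6 ± 8.26 to 147.9 ± 14.9 (SD, n = 4 each, log2 fold change 1.47, SE 0.17, adjusted p = 5.48e-15). The peak near PDCD4 rose to 422.1 ± 27.1 (n = 4, log2 fold change 1.32, SE 0.091, adjusted p = 1.51e-42). A peak on chromosome 4 from 100695033 to 100695433, in an intron of EMCN, rose from 58.7 ± 6.21 to 144.2 ± 19.99 (n = 4 each, log2 fold change 1.30, SE 0.15, adjusted p = 1.35e-14). A peak on chromosome 1 from 61491539 to 61491939, in an intron of a long non-coding RNA gene 85067 bp from the start site of NFIA, rose from 37.7 ± 14.3 to 86.2 ± 8.68 (n = 4 each, log2 fold change 1.19, SE 0.21, adjusted p = 4.37e-06).

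Among the decreased peaks at 24 h, one on chromosome 11 from 114163892 to 114164292, in an intron of ZBTB16, fell from 159.6 ± 5.91 to 60.5 ± 12.2 (SD, n = 4 each, log2 fold change -1.38, SE 0.15, adjusted p = 6.08e-17). One on chromosome 10 from 60171625 to 60172025, in an intron of ANK3, fell from 65.8 ± 10.1 to 29.9 ± 7.21 (n = 4 each, log2 fold change -1.17, SE 0.22, adjusted p = 2.45e-05). One on chromosome 1 from 43832109 to 43832509, in an intron of ST3GAL3, fell from 177.2 ± 20.9 to 81.7 ± 15.8 (n = 4 each, log2 fold change -1.08, SE 0.13, adjusted p = 1.14e-12). At 0.5 h the ZBTB16 peak had a log2 fold change of -0.17.

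A further comparison asked whether the increased peaks carried the motif of the GATA family, to which TRPS1 belongs. The consensus WGATAR (W for A or T, R for A or G) occurred in 91.1% of the increased peaks at 0.5 h (277 of 304) and in 37.4% of 96765 unchanged peaks (odds ratio 17.2, two-sided Fisher's exact p = 8.70e-86). Unchanged peaks matched on GC content and mean count held it in 57.8%. Among increased peaks the share was 90.7% at 1 h, 86.0% at 2 h, 79.8% at 4 h and 71.6% at 24 h. The matched unchanged peaks held it in 58.0%, 56.4%, 53.0% and 49.6% at those times. All 5 shares differed from both backgrounds. Against all unchanged peaks the odds ratio was smallest at 24 h (3.90, Fisher's exact p = 7.90e-176). Against the matched unchanged peaks the difference at 24 h was smaller (71.6% and 49.6%, Fisher's exact p = 1.70e-71). Peaks increased at 0.5 h carried the motif more often than those increased at 24 h and not at 0.5 h (91.1% and 69.3%, Fisher's exact p = 1.34e-17). Peaks, not cultures, are the units of these tests, and neighbouring peaks can share a motif. The tests against all unchanged peaks belong to a family of 30 tests, and the largest adjusted value among the 5 shares of increased peaks was 4.35e-85.

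**Figure D4:**
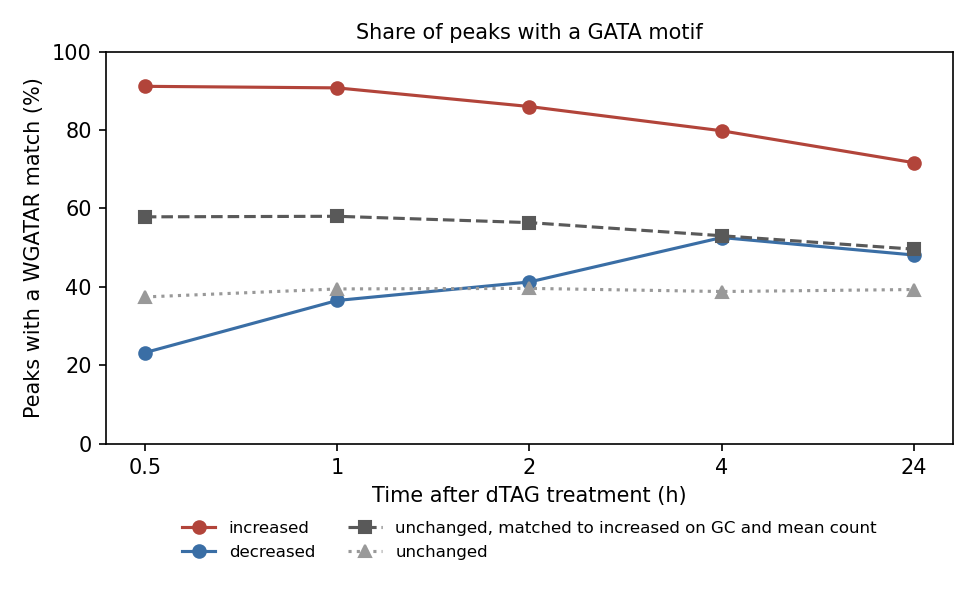
Percent of peaks with a WGATAR match (vertical axis) at each time after treatment in hours (horizontal axis, equally spaced) for increased, decreased and unchanged peaks, and for unchanged peaks matched to the increased ones on GC content and mean count. The share of increased peaks fell from 91.1% at 0.5 h to 71.6% at 24 h.

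In decreased peaks at 0.5 h the motif occurred in 23.2% (16 of 69, Fisher's exact p = 0.0174 against unchanged peaks, adjusted p = 0.0200). Against the matched background the difference was not past the threshold (30.1%, Fisher's exact p = 0.309). The share of decreased peaks with the motif was 36.5% at 1 h (Fisher's exact p = 0.353) and 41.2% at 2 h (Fisher's exact p = 0.385), which did not differ from unchanged peaks. At 4 h it was higher than in unchanged peaks (52.6% and 38.8%, odds ratio 1.75, Fisher's exact p = 1.04e-21, adjusted p = 1.84e-21). At 24 h it was also higher (48.1% and 39.3%, odds ratio 1.43, Fisher's exact p = 6.38e-18, adjusted p = 1.01e-17). These later shares of decreased peaks were not compared with a matched background. At 24 h the share in decreased peaks was lower than in increased peaks (48.1% and 71.6%, Fisher's exact p = 1.79e-55).

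The same test was made for an ER half-site, since the study asked whether ER sites were affected. AGGTCA occurred in 43.1% of the increased peaks at 0.5 h and in 22.0% of the unchanged peaks (odds ratio 2.69, Fisher's exact p = 3.02e-16, adjusted p = 4.53e-16). The matched unchanged peaks held it in 26.7% (Fisher's exact p = 2.82e-08). In decreased peaks at 0.5 h it occurred in 27.5% (19 of 69, odds ratio 1.35, Fisher's exact p = 0.308, adjusted p = 0.342). No difference from the unchanged peaks was detected there. In the central 200 bp of the peaks it occurred in 21.7% of the decreased and 11.95% of the unchanged peaks (Fisher's exact p = 0.0233), so the call for the decreased peaks at 0.5 h depended on the window. At later times the whole-peak share in decreased peaks was higher than in unchanged peaks at 1 h (28.8% and 22.5%, Fisher's exact p = 0.0166, adjusted p = 0.0200), at 2 h (27.5% and 22.6%, Fisher's exact p = 0.00304, adjusted p = 0.00380) and at 24 h (27.7% and 22.5%, Fisher's exact p = 4.23e-09, adjusted p = 5.77e-09). At 4 h it was not (22.6% and 22.4%, odds ratio 1.01, Fisher's exact p = 0.862, adjusted p = 0.862). The odds ratio of decreased peaks at 0.5 h was close to those at 1 h (1.39), 2 h (1.30) and 24 h (1.32), where more peaks were called. With 69 peaks, the result at 0.5 h therefore does not show that an enrichment was absent. In increased peaks the share was 37.3% at 1 h, 36.5% at 2 h, 36.5% at 4 h and 31.6% at 24 h, each higher than in unchanged peaks (largest adjusted p = 2.93e-19). Whether the share differed between increased and decreased peaks, or from a matched background after 0.5 h, was not tested.

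To place the early calls, peaks were set against annotated start sites. Of the peaks increased at 0.5 h, 10.2% had their midpoint within 1000 bp of a transcription start site, against 39.5% of the unchanged peaks (odds ratio 0.17, Fisher's exact p = 3.37e-30, adjusted p = 7.22e-30). Against the matched background of 16.1% the difference was smaller (Fisher's exact p = 0.00836). Peaks decreased at 0.5 h were also less often at promoters than unchanged peaks (14.5% and 39.5%, odds ratio 0.26, Fisher's exact p = 1.01e-05, adjusted p = 1.32e-05), and no matched background was computed for them. Over all 247808 peaks the share was 22.1%.

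Of the 304 peaks increased at 0.5 h, 249 were called increased at 1 h, 267 at 2 h, 252 at 4 h and 193 (63.5%) at 24 h. Their median log2 fold change was 0.46 at 0.5 h and 0.37 at 24 h, and 95.7% were above 0 at 24 h. The median at 24 h was 0.37 to 0.41 over the 4 replicates. Since all contrasts share the DMSO libraries, a peak picked at 0.5 h tends to stay above 0 without any change. In simulated libraries without change, the same number of peaks, those with the smallest p-values at 0.5 h, had medians of 0.80 at 0.5 h and 0.38 at 24 h, with 97.0% above 0. The observed median at 24 h was therefore no larger than that of these simulated peaks. It was larger than that of simulated peaks of the same mean counts, a comparison added afterwards (0.30 at 0.5 h and 0.16 at 24 h). When DMSO replicates 1 and 2 picked the peaks and DMSO replicates 3 and 4 measured them, 116 peaks had a median of 0.29 at 24 h. With the roles exchanged, 101 peaks had a median of 0.35. Of the 69 peaks decreased at 0.5 h, 36 (52.2%) were called decreased at 24 h, with a median of -0.26, where the simulated peaks had -0.31. The simulated peaks had a larger change at 0.5 h (-0.66 against -0.33) and kept 46.9% of it, where the observed peaks kept 79.6%.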

Values the study reported

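The study reported 472 peaks that gained intensity and 36 that lost intensity 30 minutes after TRPS1 degradation, at a false discovery rate of 0.1. It reported that the prevalence of a GATA motif among increased peaks fell over the time course, and that most increased peaks at 24 hours still had one. It reported an ER half-site as enriched among both increased and decreased peaks.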

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

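For the library that stood apart, the repeated thinning was chosen after the result of a single thinning had been seen, and the other tests below were chosen before their results. Of 72 groups of 4 libraries that were checked for a library far from the others, 2 went over the limit, and chance alone gives 3.6.

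The first was dTAG 24 h replicate 4 on the first principal component of the normalized counts, which carried 10.2% of the variance. Its score was 73.2, and those of the other 24 h libraries were 15.3 to 17.6. It was also the shallowest library (15.3 M counts). The tables argue against GC bias and background reads. After each library's trend of count on GC content was removed, the gap divided by the range was still 0.975. Its share of counts in the peaks below the median mean count was 7.71%, below the 7.87% to 7.97% of the other 24 h libraries, where more background would raise it. Depth stays open. After all libraries were thinned to the smallest total, the score was about 37.3 against 17.7 to 20.3 in the first thinning, with a gap of 0.868, above the limit. Over 5 thinnings the gap went from 0.826 to 0.897, which is on both sides of the limit, so depth and a true difference of this library cannot be told apart. The gap after thinning was smaller, so depth may account for part of it. No biological explanation was tested, since the labels separate this library from its group by its number alone. Without it, the count of peaks increased from 0.5 to 24 h was 642.

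The second was the LNCAROD peak on chromosome 10 at 52682769. Its normalized count in dTAG 0.5 h replicate 2 was 83.9, and the other 0.5 h libraries had 72.0 to 73.9. All 4 lay far above the DMSO libraries, which had 32.9 to 38.8, so the call did not rest on this library. With 2 groups over the limit where chance gives 3.6, no explanation was tested for it.

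The response at 24 h differed from that at 0.5 h in a direct test of the difference. From 0.5 to 24 h, 1086 peaks increased and 1880 decreased. The real split gave 2804 calls in the edgeR fits, and 1 of the 35 splits of the 8 libraries, the real one, gave as many. The largest count among the other splits was 10. The counts under the alternative scalings were 1041 and 1990 with TMM size factors, and 1068 and 2038 with total counts. With the replicate block they were 1137 and 1947, and with the block and a GC correction 1075 and 1794. These values argue against a chance split and against a trend with GC content as the whole source. The DMSO libraries received 24 h of vehicle, and the dTAG libraries were exposed for the time they are named after, so length of exposure and TRPS1 depletion at earlier times are not separated by the design. A change that follows TRPS1 loss with a delay stays open as an untested hypothesis.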

How the results depend on the processing

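The shares of motifs and promoters without each library, and the separate DMSO libraries with roles exchanged, were tests chosen only after the data had been seen. Over all alternatives to the main results of each comparison, 306 values kept their direction and their side of the threshold (or stayed within 1.5 times for a count). A further 51 moved, 6 became weaker, 3 became stronger, and none reversed direction. The median log2 fold change at 24 h of peaks increased at 0.5 h was held to a narrower limit than the counts. For it, 0.40 in place of 0.37 was labelled as moved, and 0.39 was not. DESeq2 with TMM or total-count size factors, the filter on low counts, the replicate block and the replicate block with GC correction moved none of the counts of called peaks by over 1.5 times. With the replicate block, 307 peaks increased and 89 decreased at 0.5 h, and 1890 increased and 2529 decreased at 24 h. With the block and GC correction the counts were 229 and 81 at 0.5 h, and 2029 and 2532 at 24 h.

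A fit to the 8 libraries compared lowered most counts. It gave 125 increased and 22 decreased peaks at 0.5 h, 597 and 153 at 1 h, 428 decreased peaks at 2 h, 1032 and 661 at 4 h, and 954 and 1353 at 24 h. From 0.5 to 24 h it gave 518 and 1033. All 125 and 22 peaks at 0.5 h were among the calls of the fit to 24 libraries. The cause was not tested.

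A threshold of 0.05, stricter by construction, gave 38 decreased peaks at 0.5 h, 163 at 1 h, 408 at 2 h and 783 at 4 h, and 1240 increased peaks at 24 h. From 0.5 to 24 h it gave 627 increased and 1248 decreased peaks. edgeR gave 39 decreased peaks at 0.5 h, of which 33 were shared with DESeq2, and the cause was not tested.

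Fits that each left out 1 library gave 177 to 227 increased and 26 to 73 decreased peaks at 0.5 h, 571 to 784 and 154 to 237 at 1 h, 980 to 1129 and 374 to 509 at 2 h, 1182 to 1393 and 815 to 961 at 4 h, and 1343 to 1467 and 1681 to 2023 at 24 h. From 0.5 to 24 h they gave 642 to 874 increased and 1261 to 1662 decreased peaks. Counts that fell by over 1.5 times were those of increased peaks at 0.5 h without DMSO replicate 2 (180) or 3 (177) or dTAG 0.5 h replicate 1 (187), 3 (192) or 4 (179), and of decreased peaks at 0.5 h without DMSO replicate 2 (36), 3 (35) or 4 (37) or dTAG 0.5 h replicate 1 (26), 2 (38) or 3 (35). At 1 h they were those of increased peaks without dTAG 1 h replicate 2 (571), and of decreased peaks without DMSO replicate 3 (156) or 4 (168) or dTAG 1 h replicate 2 (154) or 3 (178). At 2 h they were those of decreased peaks without DMSO replicate 3 (436) or 4 (374) or dTAG 2 h replicate 1 (435), 2 (384) or 3 (431). From 0.5 to 24 h the increased count was 642 without dTAG 24 h replicate 4 and 647 without dTAG 0.5 h replicate 4. The cause was not tested.

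For the motif shares under these alternatives, the threshold was an unadjusted Fisher's exact p under 0.05. The share of increased peaks with WGATAR was 87.6% to 93.5% at 0.5 h and 72.3% to 76.3% at 24 h without 1 library, and it stayed past the threshold in each fit. In decreased peaks at 0.5 h it was 10.8% to 25.0%. That difference from unchanged peaks was no longer past the threshold without DMSO replicate 2 (22.2%, Fisher's exact p = 0.0596), without DMSO replicate 3 (22.9%, Fisher's exact p = 0.114), or without dTAG 0.5 h replicate 3 (22.9%, Fisher's exact p = 0.113) or 4 (25.0%, Fisher's exact p = 0.112). It was also not past it in the central 200 bp (14.5%, Fisher's exact p = 0.294) or against the matched background (23.2%, Fisher's exact p = 0.309). The call of a low share of GATA motifs in peaks decreased at 0.5 h therefore depended on the window, the background and single libraries. In the omissions that lost the call, 36, 35, 35 and 52 peaks were left in place of 69. The share itself stayed at 22.2% to 25.0%, near the 23.2% of the main fit, so these losses came with fewer peaks and little change in the share. The cause was not tested further. The ER half-site in decreased peaks at 0.5 h was at 26.9% to 37.1% without 1 library. It passed the threshold without DMSO replicate 1 (35.6%, Fisher's exact p = 0.00668) and without DMSO replicate 3 (37.1%, Fisher's exact p = 0.0380), and in the central 200 bp (21.7%, Fisher's exact p = 0.0233). The cause was not tested.

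The median log2 fold change at 24 h of peaks increased at 0.5 h was 0.37. It was 0.29 with separate DMSO libraries, whose fit also used fewer libraries, and 0.42 at a threshold of 0.05. It was 0.37 to 0.45 without 1 library, and the cause was not tested.

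For the 18 changes of peaks that the rule selects, 167 alternatives kept the call, 26 became weaker and none reversed. All 26 concerned the 4 peaks decreased at 0.5 h, and another 5 gave no adjusted p. In the simulation, changes were placed on peaks with a mean count of at least 50, so recovery below that count was not measured. Simulated peaks with a log2 change of 0.5 were recovered in 56 to 64 of 100 cases, and those with a change of 1 in 94 to 96 of 100.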

Other observations

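The splits at 0.5 h, the depth test of the replicate numbers, the test of AATATT in pairs that did not pick it, and the deciding test of the shared DMSO libraries were chosen only after a result had been seen. The patterns in hexamers and replicate numbers were noticed in these data and tested on the same data, so they are hypotheses.

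The number of increased peaks at 0.5 h here was 304. That is lower than the value quoted from the study above. The number of decreased peaks at 0.5 h here was 69. That is higher than the value quoted from the study above.

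At 0.5 h, 2 of the 35 splits of the 8 libraries gave as many edgeR calls as the real split (289), so this test does not set the early calls apart from other splits. The other split set replicates 1 and 2 against replicates 3 and 4, with the pairs kept whole, and gave 507 calls. It follows the replicate numbers, not the treatment. With the replicate number as a block, the real assignment gave 615 calls and the other assignments within the pairs gave at most 2. Of the 8 assignments, 1, the real one, gave as many, and 8 assignments cannot give a share under 0.05. The 91.1% share of GATA motifs in the increased peaks is a second measure that a split by replicate number has no reason to give, but it was not computed for that split.

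At 1 h, 1 of the 35 splits, the real one, gave as many calls (1281, with 294 in the largest other split). The same held at 2 h (2172 and 407, 1 of 35), at 4 h (2931 and 308, 1 of 35) and at 24 h (4068 and 26, 1 of 35). With the block, 1 of the 8 assignments gave as many at each of these times. For the time course, 1 of 25 assignments of the libraries to the time points, the real one, gave as many calls (5369, with 55 in the largest other).

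Replicate number had an effect of its own. Of 97805 peaks, 2600 differed between the replicate numbers after time point was taken into account, and 1 of 25 orders of the numbers, the real one, gave as many (at most 11 in the others). On the third principal component (6.34% of the variance), replicate number explained 70.5% of the differences between libraries. A trend with GC content was removed, and 69.0% of the 2600 peaks were still called, which argues against GC bias as the whole source. Mean totals did not differ between the numbers (permutation p = 0.920). After every library was thinned to the smallest total, 1166 peaks were called. On the same thinned counts, 1 of 25 orders, the real one, gave as many, and the others gave at most 15, which argues against unequal depth as the whole source. Thinning took away most of the first calls all the same, since 37.5% of the 2600 stayed. The time of treatment and collection within the day stays open as a source, and it was not tested.

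The WGATAR motif was also examined over all peaks with a mean count of at least 50, without regard to calls. Peaks with the motif (35711) shifted upward at 0.5 h relative to peaks without it of the same GC content and mean count by 0.0252 ± 0.0027 on the log2 scale (SD, n = 4 pairs), with 0.0218 to 0.0282 over the pairs. Between DMSO libraries the same difference was -0.0046 to 0.0127 over 6 pairs. The match on GC content argues against GC bias as the source. Without the peaks called at 0.5 h, 35421 peaks with the motif were left and the shift was 0.0230. The shift is a difference of medians, which so few peaks could hardly move. Peaks called only at later times stayed in. This comparison therefore cannot decide whether the shift is confined to peaks that respond. The shift was 0.0312 at 1 h, 0.0298 at 2 h, 0.0249 at 4 h and 0.0248 at 24 h. A small rise in accessibility across many peaks with GATA motifs is a candidate explanation, as a hypothesis. The number of increased peaks with the motif went from 277 at 0.5 h to 1361 at 24 h, so the falling share came with a rising number, and the shift over all peaks stayed about level.

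All 2080 hexamers were ranked by a related shift, without a motif chosen in advance. For hexamers, the median of each bin of GC content and mean count was removed first. The mean of peaks with the hexamer was then compared with that of all peaks without it. The WGATAR shift was a difference of medians from sampled matched peaks, so the sizes of these shifts cannot be compared. Hexamers were sought in 200 bp of each peak, not in all 401 bp, over peaks with a mean count of at least 50. CTTATC, the reverse complement of GATAAG, ranked 1 at each of the 5 times. Its mean shift was 0.0524 at 0.5 h, 0.0746 at 1 h, 0.0716 at 2 h, 0.0682 at 4 h and 0.0637 at 24 h. DMSO pairs gave -0.0068 to 0.0167. AGGTCA ranked 57 at 0.5 h, 85 at 1 h, 61 at 2 h, 40 at 4 h and 946 at 24 h, with shifts of 0.0107, 0.0117, 0.0129, 0.0145 and 0.0022. Among called peaks, CTTATC occurred in 40.9% of the 301 peaks increased at 0.5 h that were used, and in 8.37% of matched peaks. Because of the shorter window, hexamer shares cannot be compared with the whole-peak shares of WGATAR. In peaks decreased at 0.5 h no hexamer passed the threshold, and 108 had an unadjusted p under 0.05. In peaks decreased at 24 h, 258 hexamers were enriched and 498 depleted. The smallest adjusted p (4.64e-23) was that of a depleted hexamer, GCGCCC, in 3.45% of them against 9.93% of matched peaks. The most enriched by p-value was CAAACA, in 30.7% of them against 21.2% of matched peaks.

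The hexamer with the largest downward shift was AATATT at each of the 5 times, with -0.0158 at 0.5 h, -0.0235 at 1 h, -0.0334 at 2 h, -0.0465 at 4 h and -0.0356 at 24 h. The shift was thus smaller in size at 24 h than at 4 h. At 24 h the 4 pairs had shifts of -0.0370 to -0.0329. Between DMSO libraries, taken in the order of their numbers, these peaks had shifts of -0.0204 to -0.0014, all in the same direction as the shift at 24 h, and the sign depends on that order. The largest in size (0.0204) was smaller than the shift in each of the 4 pairs at 24 h, which argues against the spread between libraries as the whole source at 24 h. At 0.5 h the mean was within that range. The other 35 hexamers made only of A and T had a median shift of -0.0051 at 24 h and a lowest one of -0.0258. AATATT was picked as the lowest of all hexamers, so its place below the others in the same pairs decides nothing. When the lowest hexamer of A and T was picked in 1 pair and measured in each of the others, the pick was AATATT and it was lowest again in 12 of 12 comparisons. There it lay at least 0.0237 below the median of the others, and at least 0.0016 below the lowest of them. With the match on GC content, this argues against AT content as the whole source, while a part of the shift that A and T hexamers share stays open. A change in a factor bound at this sequence may underlie the shift, but no factor was tested.

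Whether early changes last was tested against the shared DMSO libraries. The comparison written beforehand was the simulated median without change (0.38 at 24 h) against the observed one (0.37), and by that comparison the shared libraries alone could give the observed value. The simulated peaks had larger changes at 0.5 h (0.80), and they kept 47.3% of them where the observed peaks kept 81.3%. Simulated peaks of the same mean counts, a comparison added afterwards, had medians of 0.30 at 0.5 h and 0.16 at 24 h. With DMSO libraries that took no part in the selection the median at 24 h was 0.29, and 84.5% of the peaks were above 0. Since the DMSO libraries that measured the change had no part in the choice of peaks, this argues against shared control libraries as the whole source. The deciding test was changed after the first had come out the other way, so this rests on weaker ground than a test fixed in advance. Over all peaks, the changes at 0.5 and 24 h correlated with 0.464 across peaks, which are not independent replicates, and the simulation without change gave 0.493.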
